A study of Mus musculus with 17 samples. Its data were reported in "Systems biology approach uncovers candidates for kidney-heart interorgan crosstalk after myocardial infarction" (2025).

How the data were processed

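Hearts of 17 wild-type mice were compared, 8 sham-operated left ventricles and 9 infarct zones taken 5 days after the left anterior descending artery was ligated. The sham samples are numbered as replicates 1 to 8 and the infarct zone samples as replicates 1 to 9, as in the labels.

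The authors extracted total RNA with DNase treatment and prepared 3' end libraries with molecular identifiers, which served to remove PCR duplicates. Reads were trimmed with Cutadapt, mapped to the mouse genome mm10 and counted per gene with HTSeq. The deposited values are raw counts, with no normalization. The mapper, the release of the annotation and the handling of reads with several locations were not known for the work here, so counts of near-identical genes were treated as uncertain. All 17 columns of the deposited table were used.

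The table held 31647 features. Of these, 35 were merged groups of overlapping genes, which together took 0.116 ± 0.0185% of the counts in sham (SD, n = 8) and 0.190 ± 0.0228% in the infarct zone (SD, n = 9). They were kept for library sizes and in the test across genes and given no gene name. Gene identifiers were joined to an annotation of GRCm38, where 31521 matched. Of the genes named in the lists, 7 have no feature of their own and were not analysed here. No library was a copy of another, since all pairs of libraries, within and between the groups, differed by 2.41 to 252 times the variance of sampling (chi-square per degree of freedom).

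Total counts per library ran from 1237675 to 4738307. A gene with 3 counts or fewer in every library of a group was treated as at the floor, and a difference from such a group is given as a lower bound against 3 counts. That floor was on average 1.79 CPM (counts relative to the scaled library size) in sham and 1.06 CPM in the infarct zone. Intervals and floors cover counting error only.

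Genes were tested with edgeR 4.0.16 in R 4.3.3. Genes passed filterByExpr with its default minimum of 10 counts, libraries were scaled by TMM (trimmed mean of M values, factors 0.613 to 1.54), and the two-sided quasi-likelihood F-test was applied without covariates. The p values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Standard errors of log2 fold changes were derived from the F statistic. CPM values use the TMM-scaled library sizes, and log2 CPM values use a prior count of 1. Genes were named by a rule: the 5 highest and 5 lowest log2 fold changes among called genes with a mean of at least 10 CPM and no overlap between the groups, the members of the short lists, and the highest and the lowest member of each longer list. The result of 1 gene that met the rule is not reported here.

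Of 31 gene lists, 22 had at least 3 tested genes and were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with fry and with camera at an estimated correlation. The lists cover ligands and receptors that the study followed, fibrosis markers, its PCR reference gene, haemoglobin genes, chemokines, interleukins, energy metabolism, ribosomes, cell cycle, markers of cardiac, immune, fat, skeletal muscle and kidney cells, and sex-linked genes. The comparisons, tests, lists, naming rule and most alternatives were fixed before the data were examined. An exact permutation test of list means and the removal of nuclear copies of mitochondrial genes were added after seeing the data.

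Library measures were compared by exact two-sided permutation of the difference in means over all 24310 splits. Relations within the infarct zone were tested by exact two-sided permutation of the 362880 pairings. Other splits of the 17 libraries were drawn 100 times, the real split included, with a fixed seed. Near-identical genes were sought by BLAST 2.17.0 with the last 500 bases of each named transcript, keeping matches of at least 100 bases at 95% identity. Nuclear features were taken as copies of mitochondrial genes where at least 50% of their length matched at 95% identity, which gave 11 features. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 was used for these steps, and Matplotlib 3.10.9 for the plots.

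Alternatives were DESeq2 size factors, upper quartile scaling and total counts alone within edgeR, the Wald test of DESeq2 1.42.0, no filter on low counts, a minimum mean of 50 counts, thinning to the smallest total, removal of mitochondrially encoded features, the replicate number as a block, and the omission of each library in turn. For relations they were total count CPM, DESeq2 size factors, a prior count of 5 and the omission of the 2 libraries farthest from the median. The procedure was tested on simulated data with 200 genes changed by 1 on the log2 scale in either direction. It called 82.5% of them, 4.07% of its calls were unchanged genes, and the median fitted log2 fold changes were 1.02 and -0.98. The simulation changed few of its 12301 genes, equally in both directions. It does not show how the scaling performs where most genes change, as in these data.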

Results

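Transcript levels were measured in 17 hearts by massive analysis of cDNA ends, a sequencing method that reads the 3' end of polyadenylated transcripts and tags each molecule with an identifier. The mice were wild type and were examined 5 days after surgery. In 9 of them the left anterior descending coronary artery had been ligated to induce a myocardial infarction, and RNA came from the infarct zone. The other 8 were sham operated, and RNA came from the left ventricle. The values were counts per gene for 31647 genes or merged groups of overlapping genes, of which 3979 had no count in any library. The sham libraries held 2698540, 2120515, 1820809, 2678855, 3058589, 2043610, 4257919 and 2493842 counts, in the order of their replicate numbers. The infarct zone libraries held 2650935, 4738307, 4053976, 3394511, 1254052, 1868341, 1237675, 1393277 and 2124172 counts in that order. The labels gave no batch, date or lane, so no comparison could be repeated within batches.

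Before genes were compared, 4 measures of each library were set against each other between the groups by exact two-sided permutation tests over all 24310 splits of the libraries. Total counts averaged 2646585 ± 766760 in sham (SD, n = 8) and 2523916 ± 1282262 in the infarct zone (SD, n = 9), and did not differ (exact permutation p 0.817). Genes with at least 1 count numbered 17092 ± 673 in sham (SD, n = 8) and 18781 ± 1559 in the infarct zone (SD, n = 9). That was 1689 more genes in the infarct zone (exact permutation p 0.0126, Benjamini-Hochberg adjusted over the 4 measures 0.0168), and 1877 more once every library was thinned to the smallest total of 1237675 counts. Thinning equalised the totals but not the counts left to nuclear genes. Those were fewer in sham, where mitochondrially encoded features took a larger share. Mitochondrially encoded features carried 27.5 ± 3.08% of the counts in sham (SD, n = 8) and 6.95 ± 4.76% in the infarct zone (SD, n = 9). The exact permutation p for that difference was 8.23e-05, with an adjusted value of 1.65e-04. Infarct zone replicate 1 had 19.5%, and the other infarct zone libraries had 4.22 to 6.78%. The 10 most abundant genes of each library took 31.0 ± 2.34% of the counts in sham (SD, n = 8) and 9.65 ± 4.17% in the infarct zone (SD, n = 9), with the same exact permutation p of 8.23e-05. Thinning moved an adjusted value most, to 1.10e-04 for genes detected (exact permutation), and testing medians in place of means gave 0.00288 for both shares.

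The main comparison asked which genes differed between the infarct zone and sham left ventricle, as a source of candidate signals from the injured heart to the kidney. edgeR's quasi-likelihood test was run on 12301 genes that had enough counts. At a Benjamini-Hochberg adjusted p under 0.05 it called 8544 genes, or 69.5% of those tested, with 4470 higher and 4074 lower in the infarct zone. Of these, 4628 differed at least 2-fold, 2377 of them higher and 2251 lower. The higher calls made up 52.3% of all calls (95% Wilson interval 51.3 to 53.4%, which treats genes as independent although they are not). The median log2 fold change over all tested genes was 0.05. In 2041 genes every infarct zone library lay above every sham library, and in 2027 every one lay below, where chance alone would give 0.00823% of genes for both directions together. The scaling moved the balance of directions most. With total counts alone as library sizes, the median of all genes shifted by 1.08 on the log2 scale, 10727 genes were called and 85.8% of the calls were higher. A minimum mean of 50 counts left the fewest calls, 5239 genes.

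**Figure D1:**
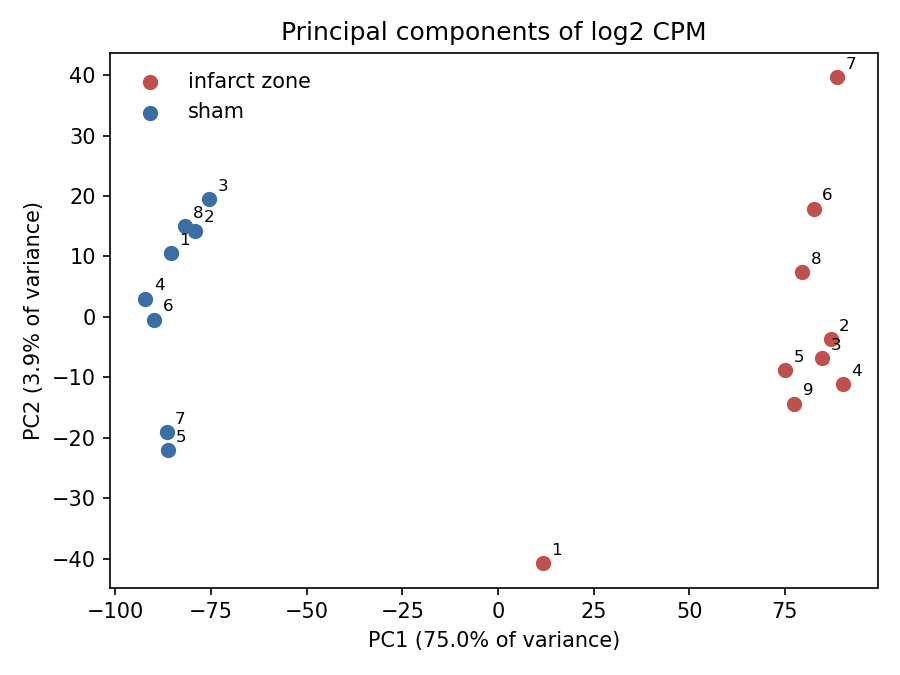
Principal components of log2 CPM (counts relative to the scaled library size) over all tested genes, with PC1 on the x axis and PC2 on the y axis. Each point is a library, labelled with its replicate number. PC1 held 75.0% of the variance and parted the groups, and infarct zone replicate 1 lay 57.4% of the way from the sham mean to the mean of the other infarct zone libraries, which spanned 95.2 to 104%.

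By a fixed rule, the 5 strongest rises and 5 strongest falls were named among called genes with a mean of at least 10 CPM (counts relative to the scaled library size) and no overlap between the groups. All 10 were annotated as protein-coding genes, and positions are in the mouse build mm10 (GRCm38). The rises were Cd300lf (ENSMUSG00000047798, chromosome 11, 115116214 to 115133992), Sprr2a2 (ENSMUSG00000068893, chromosome 3, 92215920 to 92256724), Sprr1a (ENSMUSG00000050359, chromosome 3, 92483952 to 92485895), Sprr2a1 (ENSMUSG00000078664, chromosome 3, 92215799 to 92221911) and Sprr2a3 (ENSMUSG00000074445, chromosome 3, 92285417 to 92291405). Sprr1a rose from 8.72 ± 4.74 CPM in sham (SD, n = 8) to 467 ± 143 CPM in the infarct zone (SD, n = 9), a log2 fold change of 5.77 with a standard error of 0.35. Cd300lf had at most 2 counts in any sham library and 29 to 263 counts in the infarct zone, so it was at least 19.8-fold higher in the infarct zone (35.4 ± 12 CPM, SD, n = 9). Its 3' end was 95.5% identical to that of Cd300ld over 336 bases, which leaves some of its counts uncertain. Sprr2a1, Sprr2a2 and Sprr2a3 were 98.4 to 100% identical over their 3' ends, and Sprr2a1 overlaps Sprr2a2 on the same strand, so their separate values of 39.2 ± 25.1, 40.3 ± 23.1 and 31.5 ± 19.4 CPM (SD, n = 9) are uncertain. Sham libraries had at most 4 counts for Sprr2a1 and Sprr2a2 and at most 3 for Sprr2a3, which was at least 17.6-fold higher in the infarct zone.

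The falls were Timp4 (ENSMUSG00000030317, chromosome 6, 115241892 to 115252205), Gm34302 (ENSMUSG00000103476, chromosome 3, 63481112 to 63483879), A530016L24Rik (ENSMUSG00000043122, chromosome 12, 112489448 to 112499927), Rpl3l (ENSMUSG00000002500, chromosome 17, 24727820 to 24736143) and Dhrs7c (ENSMUSG00000033044, chromosome 11, 67798187 to 67816002). Timp4 fell from 46.9 ± 20.6 CPM in sham (SD, n = 8) to 0.676 ± 0.611 CPM in the infarct zone (SD, n = 9), a log2 fold change of -5.93 with a standard error of 0.35. The other fitted log2 fold changes were -5.86 for Gm34302, -5.38 for A530016L24Rik, -5.35 for Rpl3l and -5.24 for Dhrs7c. Infarct zone replicate 1 alone moved the infarct zone means of these 4 genes by more than 1.5 times. For Rpl3l the mean was 10.1 ± 16.8 CPM with it (SD, n = 9) and 4.57 ± 2.93 CPM without it (SD, n = 8), against 397 ± 68.8 CPM in sham (SD, n = 8). For Dhrs7c the mean was 2.86 ± 4.34 CPM with it and 1.46 ± 1.05 CPM without it, for Gm34302 1.97 ± 2.85 and 1.04 ± 0.614 CPM, and for A530016L24Rik 0.621 ± 1.29 and 0.200 ± 0.274 CPM. Sham means of the last 3 were 95.8 ± 14, 110.4 ± 29.7 and 26.7 ± 4.75 CPM (SD, n = 8). All 10 genes lay on 1 side of every sham library in 9 of 9 infarct zone libraries, and the largest adjusted p among them in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 6.06e-09.

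The study selected 9 ligands from these same hearts as likely signals to the kidney, so their change here is not independent evidence. All 9 were higher in the infarct zone, both adjusted over all genes tested and adjusted over the list alone. Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) rose most, from 23.5 ± 11.6 CPM in sham (SD, n = 8) to 1019.7 ± 392 CPM in the infarct zone (SD, n = 9), a log2 fold change of 5.45 with a standard error of 0.45. An unclassified feature, Gm42793, overlaps Spp1 on the same strand. Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037) rose from 131 ± 47.9 to 2015 ± 637 CPM, by 3.95 ± 0.25 (SE) on the log2 scale. Nppa (ENSMUSG00000041616, chromosome 4, 148000722 to 148002079) rose from 327 ± 112 to 3019 ± 1397 CPM, by 3.21 ± 0.29 (SE). Ptn (ENSMUSG00000029838, chromosome 6, 36714929 to 36810220) rose from 22.6 ± 6.66 to 233 ± 70.6 CPM, by 3.38 ± 0.20 (SE). Mdk (ENSMUSG00000027239, chromosome 2, 91929805 to 91932297) rose from 4.97 ± 2.20 to 51.9 ± 15 CPM, by 3.36 ± 0.24 (SE). Igf1 (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042) rose by 2.53 ± 0.12 (SE) and Grn (ENSMUSG00000034708, chromosome 11, 102430315 to 102437048) by 2.36 ± 0.15 (SE). The smallest rises were those of Angptl4 (ENSMUSG00000002289, chromosome 17, 33773750 to 33781830), by 1.93 ± 0.29 (SE), and Lgals9 (ENSMUSG00000001123, chromosome 11, 78962974 to 78984946), by 1.29 ± 0.21 (SE). The infarct zone libraries lay above every sham library in 9 of 9 cases for 8 of the ligands and in 8 of 9 for Lgals9. The largest adjusted p of the 9 was 8.06e-06 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The alternative that moved these values most was scaling by total count alone, under which the list median rose from 3.21 to 4.22 and all 9 were still called.

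**Figure D2:**
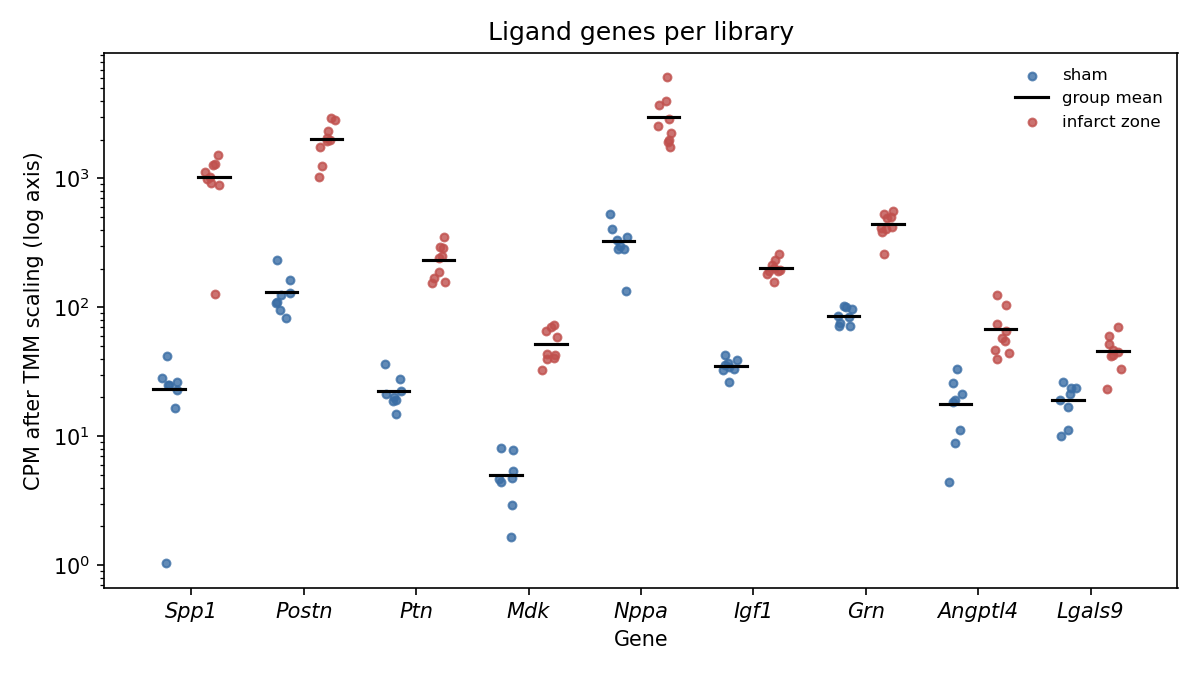
CPM after scaling (log axis) of the 9 ligand genes in each of the 8 sham and 9 infarct zone libraries, with a bar at each group mean. Spp1 averaged 23.5 CPM in sham and 1019.7 CPM in the infarct zone, and the groups did not overlap for any ligand except Lgals9.

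The study also followed receptors in the heart through which a kidney ligand, Sema3g, could act. Of its 5 candidate receptors, 4 had enough counts to test. Plxna1 (ENSMUSG00000030084, chromosome 6, 89316314 to 89362620) rose from 13.8 ± 3.74 CPM in sham (SD, n = 8) to 35.7 ± 6.46 CPM in the infarct zone (SD, n = 9), a log2 fold change of 1.36 with a standard error of 0.16. Nrp2 (ENSMUSG00000025969, chromosome 1, 62703285 to 62818695) rose from 35.5 ± 13 to 70.9 ± 6.87 CPM, by 0.998 ± 0.15 (SE), with 7 of 9 infarct zone libraries above every sham library. Plxna4 (ENSMUSG00000029765, chromosome 6, 32144268 to 32588192) rose from 19.2 ± 5.12 to 26.5 ± 7.46 CPM, by 0.45 ± 0.19 (SE), with 3 of 9 infarct zone libraries above every sham library. Plxna2 (ENSMUSG00000026640, chromosome 1, 194618218 to 194816869) fell from 28.9 ± 5.68 to 15.5 ± 3.85 CPM, a log2 fold change of -0.91 with a standard error of 0.16. Features overlap Nrp2 and Plxna2 on the same strand, so part of their counts is uncertain. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 1.12e-07 for Plxna1, 4.02e-06 for Nrp2, 1.74e-05 for Plxna2 and 0.0356 for Plxna4. All 4 calls also held when adjusted over the list alone. The rise of Plxna4 was small and not stable, since its adjusted p ran from 9.02e-08 to 0.0983 over 27 edgeR or DESeq2 alternatives and was past the threshold in 20 of them. Leaving out sham replicate 1, 5 or 8 or infarct zone replicate 5, 6 or 7 took its call away, with log2 fold changes of 0.36 to 0.41. Scaling by total count alone turned Plxna2 upward by 0.17. Plxna3 (ENSMUSG00000031398, chromosome X, 74329066 to 74344689) had 0 to 3 counts in sham and 0 to 32 in the infarct zone, which puts it at least 1.38-fold higher in the infarct zone.

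For 4 receptors of other kidney ligands, the study chose by their level in sham hearts, and also looked at them in public human heart data from single cells. Those ligands were higher in the kidney at a later time after infarction. At that later time the study also found Ptprs and Tgfbr2 higher in the infarct zone by PCR. The values here are from 5 days after surgery and do not test that time. Ptprs (ENSMUSG00000013236, chromosome 17, 56412426 to 56476483) had 53.5 ± 8.79 CPM and Tgfbr2 (ENSMUSG00000032440, chromosome 9, 116084293 to 116175360) 40.1 ± 7.65 CPM in sham (SD, n = 8). In the infarct zone they had 93.7 ± 15.2 and 92.2 ± 17.7 CPM (SD, n = 9), log2 fold changes of 0.80 ± 0.12 (SE) for Ptprs and 1.2 ± 0.13 (SE) for Tgfbr2. Both were above every sham library in 9 of 9 infarct zone libraries, and both were called over all genes tested and adjusted over the list alone. The larger of their adjusted p values in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 3.09e-06. Gpr37 (ENSMUSG00000039904, chromosome 6, 25665878 to 25690729) had at most 1 count in any sham library and at most 2 in any infarct zone library, so no difference was detectable at this depth. Cckar was not analysed here.

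The study measured fibrosis markers by PCR at a later time. Here all 3 were higher in the infarct zone, also when adjusted over the list alone. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) rose from 352 ± 113 CPM in sham (SD, n = 8) to 5641 ± 1151 CPM in the infarct zone (SD, n = 9), by 4.002 ± 0.24 (SE) on the log2 scale. Ccn2 (ENSMUSG00000019997, chromosome 10, 24595442 to 24598683) rose from 84.0 ± 15.4 to 900.0 ± 330 CPM, by 3.42 ± 0.22 (SE). Tgfb1 (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) rose from 6.89 ± 2.74 to 18.5 ± 4.99 CPM, by 1.41 ± 0.22 (SE). For each of the 3 genes, 9 of 9 infarct zone libraries lay above every sham library, and the largest adjusted p was 6.15e-06 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cdkn1b (ENSMUSG00000003031, chromosome 6, 134920401 to 134925513), the study's reference gene for PCR, had 42.9 ± 5.41 CPM in sham (SD, n = 8) and 36 ± 5.03 CPM in the infarct zone (SD, n = 9). Its log2 fold change was -0.25 with a standard error of 0.11, and 4 of 9 infarct zone libraries lay below every sham library. Its adjusted p of 0.0475 in edgeR's quasi-likelihood test was close to the threshold. Over 27 alternatives the adjusted p ran from 1.07e-06 to 0.269, and scaling by total count alone gave a log2 fold change of 0.83 in its place.

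The study reported haemoglobin genes in the kidneys of the same mice. In the heart none of 4 was called, and none had an unadjusted p under 0.05 either, the smallest being 0.273 in edgeR's quasi-likelihood test. The log2 fold changes were 0.36 ± 0.32 (SE) for Hba-a1 (ENSMUSG00000069919, chromosome 11, 32283511 to 32284465), 0.32 ± 0.32 (SE) for Hba-a2 (ENSMUSG00000069917, chromosome 11, 32296489 to 32297298), 0.10 ± 0.31 (SE) for Hbb-bs (ENSMUSG00000052305, chromosome 7, 103826534 to 103828096) and 0.10 ± 0.29 (SE) for Hbb-bt (ENSMUSG00000073940, chromosome 7, 103812524 to 103813996). Hba-a1 and Hba-a2 share 99.8% of their 3' ends and Hbb-bs and Hbb-bt 95.2%, so the values of single genes are uncertain. Without infarct zone replicate 9 the 4 values were all slightly negative, at -0.01, -0.04, -0.15 and -0.17 in the same order.

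The study described energy metabolism and mitochondrial terms among the changed genes, and in its summary called such genes strongly upregulated in the heart. Gene lists written before the data were examined asked in which direction such genes moved. The lists of mitochondrial genes moved the other way, to lower levels. In the infarct zone the median log2 fold change was -2.53 for 84 nuclear genes of oxidative phosphorylation, with 80 called lower and 1 higher. The extremes were Cox7a1 at -3.94 and Ndufa4l2 at 0.45. Cox7a1 averaged 2062 ± 311 CPM in sham (SD, n = 8) and 135 ± 183 CPM in the infarct zone (SD, n = 9), or 74.4 ± 32.9 CPM with a log2 fold change of -4.85 without infarct zone replicate 1. All 13 mitochondrially encoded protein genes were called lower, with a median of -3.04 and a range from -3.31 for mt-Co3 to -2.76 for mt-Atp6. Without infarct zone replicate 1 that median was -3.71. Nuclear copies that match mt-Co3 and mt-Atp6 completely also carried counts, which makes their levels uncertain. Genes of the mitochondrial ribosome had a median of -1.28, with 75 of 77 called lower, from Mrps35 at -2.69 to Mrpl52 at 0.25, which was called higher only without sham replicate 8 (0.30) or infarct zone replicate 1 (0.26) among the 17 fits that left out a library. The 12 genes of the citric acid cycle had a median of -2.65, with the smallest fall for Suclg2 at -2.16, a gene with a near-identical pseudogene. The 17 genes of fatty acid oxidation had a median of -3.20, from Eci1 at -3.71 to Cd36 at -2.32, and every member of these last 2 lists was called lower. Glycolysis genes went both ways, with 5 called higher and 9 lower, from Slc16a3 at 3.50 to Hk2 at -2.04, and a median of -0.40 that became 0.67 under scaling by total count. The other metabolic medians kept their sign under the 3 other scalings tried (DESeq2 size factors, upper quartile and total count), and total count alone moved them most, to -1.50 for oxidative phosphorylation and -0.21 for the mitochondrial ribosome. Genes of the cytosolic ribosome had a median of 0.68, with 76 of 86 called higher and 1 lower, from Rpl3 at 1.70 to Rpl3l at -5.35. Rpl3 shares its 3' end with 10 other features at 95% identity or more, so its value is uncertain.

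Lists of cell type markers moved in both directions. Cardiomyocyte genes had a median log2 fold change of -3.29, with all 12 called lower, from Tnni3 at -4.19 to Actc1 at -2.12, and without infarct zone replicate 1 the median was -3.97. Tnni3 averaged 11447 ± 2037 CPM in sham (SD, n = 8) and 626 ± 784 CPM in the infarct zone (SD, n = 9), or 368 ± 136 CPM without replicate 1 (SD, n = 8). Tnni3 overlaps Dnaaf3 on the same strand. Macrophage genes had a median of 2.97, with all 8 called higher, from Trem2 at 4.56 to Mrc1 at 1.15. Myofibroblast genes had a median of 3.12, with all 6 called higher, from Lox at 4.64 to Meox1 at 1.97, and Postn belongs to this list as well as to the ligands. Neutrophil genes had a median of 3.19 over 3 tested members, from Csf3r, at least 11.3-fold higher but with many features resembling its 3' end, to S100a9 at 2.93. Cell cycle genes had a median of 3.63, or 3.62 with genes near the floor at their bounds, and 8 of 9 were called higher, from Birc5 at 3.93 to Cenpa at -0.33, which was not called and turned to 0.76 under total count scaling. Smooth muscle genes had a median of 2.58 over 3 members that went apart, with Tagln at 2.79 and Myh11 at -0.92, which turned to 0.16 under total count scaling. Fibroblast genes had a median of 0.94, from Lum at 1.75 to Gsn at -2.42. Endothelial genes had a median of -0.43, from Pecam1 at -0.16 to Fabp4 at -1.72, and under total count scaling the median was 0.63. Y chromosome genes had a median of -0.44, from Uty at -0.28 to Eif2s3y at -0.71, and 0.65 under total count scaling. Uty was called only when sham replicate 2 or infarct zone replicate 1 or 5 was left out among the 17 fits without a library, with log2 fold changes of -0.33, -0.33 and -0.31. These reversed medians were all smaller than the shift of 1.08 that this scaling gave the median of all genes. Chemokines had a median of 2.85 over 16 tested members, or 2.55 with genes near the floor at their bounds. Of the 16, 12 were called higher and 1 lower, from Ccl4, with 0 counts in all sham libraries and at least 5.79-fold higher in the infarct zone, to Cxcl1 at -1.52. The fibrosis markers had a list median of 3.42, the Sema3g receptors 0.72 and the haemoglobin genes 0.21. The atrial list had a median of -3.35 over 3 tested genes, with Myl7 at -4.97 and Nppa, also among the ligands, at 3.21.

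**Figure D3:**
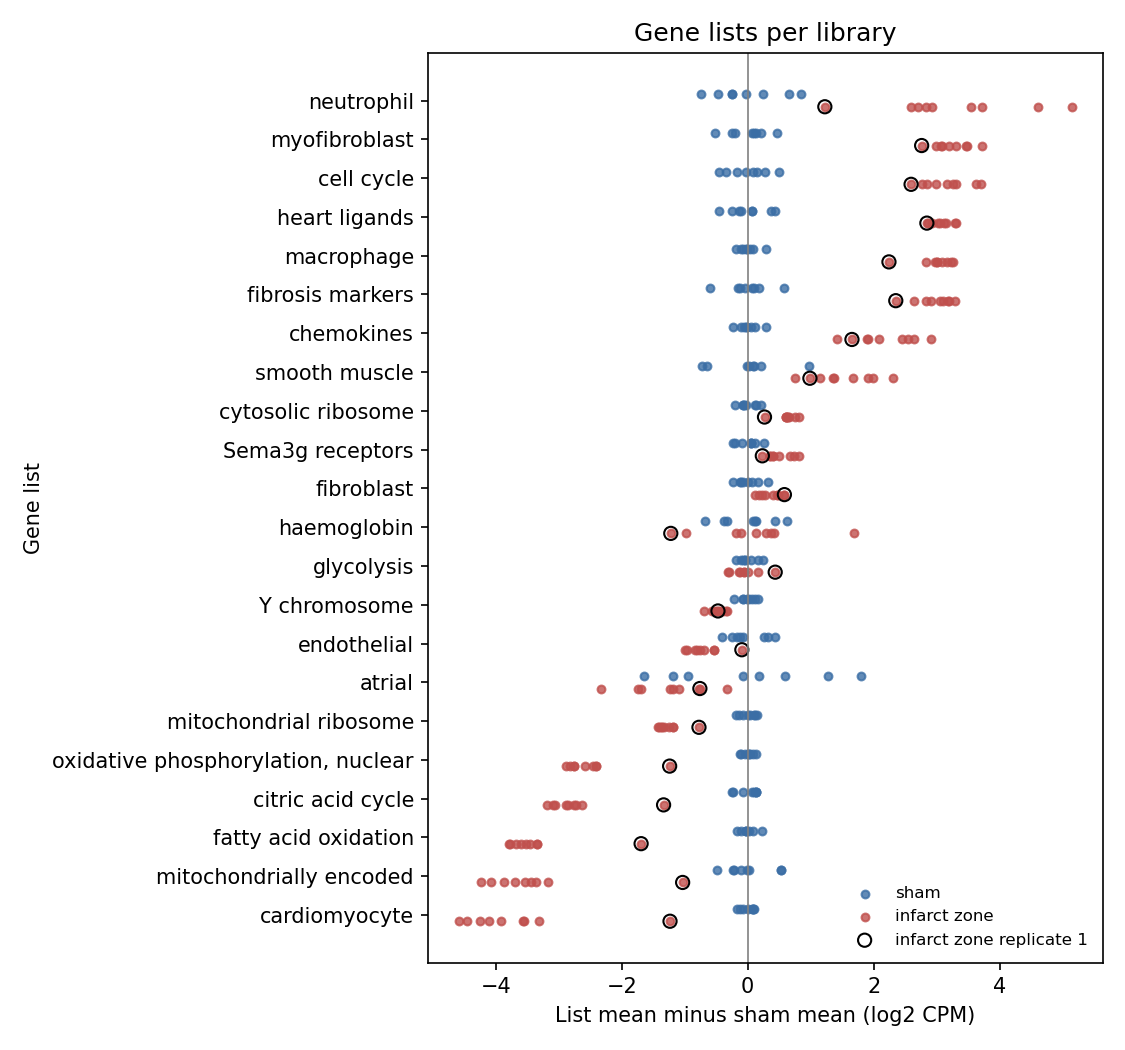
Mean log2 CPM of each tested gene list in each library, less the sham mean, on the x axis, with the 22 lists on the y axis. Points are the 8 sham and 9 infarct zone libraries, and circles mark infarct zone replicate 1. The cardiomyocyte list fell furthest, with a difference of -3.66 between the group means, and the lists of glycolysis, endothelial and Y chromosome genes changed sign of their median under total count scaling.

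Of 22 lists tested with camera at its preset correlation of 0.01, 13 were called at a Benjamini-Hochberg adjusted p under 0.05, 7 higher and 6 lower. They were the ligands, fibrosis markers, chemokines, cytosolic ribosome, cell cycle, myofibroblast and macrophage lists, all higher, and the oxidative phosphorylation, mitochondrially encoded, mitochondrial ribosome, citric acid cycle, fatty acid oxidation and cardiomyocyte lists, all lower. All 13 also held under fry, which called 19 lists. Fry asks whether a list changed at all, and camera whether it changed more than other genes. With 69.5% of the tested genes called, many lists can pass fry. With the correlation estimated from the data, only the ligand list held (camera adjusted p 0.00662), and this was the alternative that moved the list calls most. The study had kept only ligands that were higher in these same hearts, so the call of that list is not independent evidence. Camera at the preset correlation also called a median of 9 lists on the other splits of the libraries, many of which still part the real groups unevenly. Exact permutation of the list means over the 24310 splits, a test chosen after seeing the data, called 20 of the 22 lists. Like fry, it asks only whether a list changed. The smallest p these permutations can give is 4.11e-05. The lists of haemoglobin (exact permutation, adjusted p 0.897) and glycolysis genes (exact permutation, adjusted p 0.709) were not called.

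For 9 further lists fewer than 3 genes could be tested. They included the receptors of kidney ligands and the PCR reference gene given above. Of the interleukin list, Il1b rose by 2.93 ± 0.54 (SE) on the log2 scale, Il6 had 0 to 2 counts in sham and 2 to 63 in the infarct zone, and Il1a had at most 4 counts in any library. The 5 T cell genes had 16 counts in all sham libraries together and 258 in the infarct zone. Among B cell genes, Cd79b rose by 2.25 ± 0.44 (SE). Among skeletal muscle genes, Tnnt3 had 0 to 3 counts in sham and 4 to 41 in the infarct zone, at least 2.68-fold higher in the latter, while Mylpf had 56 counts in all sham libraries together and 36 in the infarct zone, Myh1 4 and 1, Actn3 3 and 13, and Myh4 none. The adipocyte genes had 125 counts in sham, or 72 without replicate 5, and 2005 in the infarct zone, or 423 without replicate 2. The 8 kidney genes with values had 5 counts in sham, or 1 without replicate 1, and 122 in the infarct zone, where Aqp2 had 114. Xist had at most 3 counts in any library, and the 4 Y chromosome genes had counts in all 17. Cpt1b, Bmp10, Kap, Umod, Slc22a6 and Miox were not analysed here.

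Within the 9 infarct zone libraries, 6 relations between measures were tested by exact permutation of pairings with Pearson's r and Spearman's rho, and adjusted over the 6. The cardiomyocyte list followed the oxidative phosphorylation list, with r 0.974 (exact permutation p 9.45e-04, adjusted 0.00567) and rho 0.867 (p 0.00451, adjusted 0.0271). With DESeq2 size factors rho was 0.800 and no longer past the threshold (exact permutation p 0.0138, adjusted 0.0830), while r still was (adjusted 0.00551). The adjusted exact permutation p of rho was 0.0415 with total count CPM and 0.0364 with a prior count of 5. Without the 2 libraries farthest from the median, infarct zone replicates 1 and 4, r was 0.867 (exact permutation p 0.0228, adjusted 0.137), so its place past the threshold rested on those libraries. The cardiomyocyte list went against Spp1, with r -0.920 (exact permutation p 0.0167, adjusted 0.0334) and rho -0.683 (p 0.0503, adjusted 0.0755). Without replicates 1 and 4 the value of r was -0.295, and the relation no longer held. The macrophage list went with Spp1, with r 0.926 (exact permutation p 0.0104, adjusted 0.0311) and rho 0.700 (p 0.0433, adjusted 0.0755). Without replicates 1 and 8 the value of r was 0.456, so that relation too rested on them. The other 3 relations were not past the threshold. The values were r 0.315 and rho 0.683 for the cardiomyocyte list and Postn (exact permutation p 0.401 and 0.0503), r -0.137 and rho -0.467 for Postn and Spp1 (p 0.628 and 0.213), and r 0.291 and rho 0.300 for the myofibroblast list and Postn (p 0.447 and 0.437). Without the 2 farthest libraries, the cardiomyocyte list and Postn had r 0.731 (exact permutation p 0.0665, adjusted 0.199) and rho 0.857 (p 0.0238, adjusted 0.102), r was 0.170 for Postn and Spp1, and r was 0.214 for the myofibroblast list and Postn.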

Values the study reported

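The study ligated the artery in 12 mice and sequenced hearts of 8 sham and 9 infarcted mice. It reported more than 11,000 genes with changed levels in the infarct zone, of which 5744 were upregulated and 5376 downregulated. From these it derived 131 proposed interactions between heart ligands and kidney receptors, and it singled out the 20 most probable ones.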

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

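The tests in this part were chosen only after the result was seen. For 192 groups of libraries, the distance of the highest or the lowest library from its nearest neighbour was divided by the range of the group, and 35 groups exceeded Dixon's 95% critical value (0.526 for 8 sham and 0.493 for 9 infarct zone libraries). Chance would give about 9.6 such groups if they were independent, which genes in the same libraries are not. Infarct zone replicate 1 was the library that stood apart in 30 of the 35.

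Infarct zone replicate 1 was the highest of its group in genes that fell after infarction. The gap took up 0.832 of the range for the share of mitochondrially encoded features (19.5% against 4.22 to 6.78%) and 0.820 for the share of the 10 most abundant genes (20.6% against 7.18 to 9.59%). Among list means it was 0.709 for oxidative phosphorylation, 0.666 for mitochondrially encoded genes, 0.628 for the mitochondrial ribosome, 0.704 for the citric acid cycle, 0.790 for fatty acid oxidation, 0.620 for cardiomyocyte genes (11.16 against 7.82 to 9.09 log2 CPM) and 0.493 for endothelial genes. Among single genes it was 0.570 for A530016L24Rik, 0.502 for Rpl3l, 0.557 for Cox7a1, 0.660 for mt-Atp6, 0.694 for mt-Co3, 0.669 for Suclg2, 0.745 for Eci1, 0.653 for Hk2, 0.514 for Actc1 and 0.625 for Tnni3. The same library was the lowest of its group in genes that rose. There the gap took up 0.614 of the range for the cytosolic ribosome list and 0.574 for the macrophage list (6.90 against 7.48 to 7.92 log2 CPM). For single genes it was 0.575 for Cd300lf, 0.783 for Spp1 (6.99 against 9.80 to 10.58 log2 CPM), 0.511 for Grn, 0.583 for Plxna1, 0.570 for Rpl3, 0.514 for Slc16a3, 0.591 for Birc5, 0.616 for Trem2 and 0.524 for Mrc1.

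On the first principal component this library lay 57.4% of the way from the sham mean to the mean of the other infarct zone libraries. Its depth did not account for that, since it stayed at 57.9% after all libraries were thinned to the same total. Other scalings did not either, the highest position among them being 59.7%. A label swapped with a sham sample was argued against by the genes that parted the other 8 infarct zone libraries from all sham libraries, because replicate 1 lay outside the sham range on the infarct zone side in 81.6% of them. A candidate explanation is a piece of tissue that held both infarct and surviving or bordering myocardium. A mixture at a fixed proportion would put every list at the same point between the groups. Over 5 lists that fell, the positions of replicate 1 spanned 21.9 percentage points, from 36.7 to 58.6%, where the other infarct zone libraries spanned 2.48 to 7.91 points and the sham libraries 9.69 to 48.2 points, the largest in sham replicate 8. Tissue like the sham samples would bring their wider span with it, so this test could not decide. It had replaced an earlier version over all lists compared, in which replicate 1 spanned 195.5 points and another library up to 401.8 points, and which decided nothing either. All 3 attempts at this question used total count CPM. The last took genes at least 4-fold higher in the other infarct zone libraries than in sham, without overlap and above a minimum level. Replicate 1 lay above all other infarct zone libraries in 7 of 1190 such genes (H2-Eb1, Clu, Cd74, Igfbp4, Nppa, Col6a2 and Nrep, chosen after their values were seen), where the other libraries did so in 64 to 223 genes. Replicate 1 had a TMM factor of 1.05, against 1.41 to 1.54 in the other infarct zone libraries. Total count CPM therefore places it lower relative to them than TMM does, which can account for part of its small number. A mixture of infarct and sham-like tissue in this sample and a smaller or slower response of that animal cannot be told apart, because the labels record neither infarct size nor the site of sampling.

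The remaining 5 groups are fewer than chance alone would give. Sham replicate 5 was the lowest sham library for Sprr1a (gap 0.721 of the range), Spp1 (0.730) and Nppa (0.542, 7.08 against 8.14 to 9.04 log2 CPM). It also had the highest share of mitochondrially encoded features among sham libraries, 32.4%. Sham replicate 4 was the lowest for Myh11 (0.560), and infarct zone replicate 8 was the highest for Tgfb1 (0.599). No explanation was tested for these libraries, biological explanations included.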

How the results depend on the processing

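Of 100 splits of the 17 libraries, the real one included, 1 gave as many called genes, as many genes changed at least 2-fold, as many ligands, as many Sema3g receptors, as many receptors of kidney ligands and as many fibrosis markers as the real split, which was itself. No other split drawn called any gene. For lists called by camera, 23 of the 100 splits gave at least 13, with a median of 9 and a maximum of 15 over the other splits. That number followed how unevenly a split divided the real groups. The 38 splits with 5 infarct zone libraries in the group of 9 gave 0 to 12 lists, with a median of 3, and the 6 splits with 7 gave 12 to 15. The count of lists therefore does not set the real split apart from other uneven splits, and the drawn splits are no reference without an effect.

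The Wald test of DESeq2 called 10295 genes, of which 8356 were among the 8544 called by edgeR, all in the same direction. DESeq2 size factors kept 8499 of the calls, removal of mitochondrially encoded features 8410, that of their nuclear copies as well (chosen after seeing the data) 8188, and thinning 7018. The fits that each left out one library gave from 7962 to 8614 called genes, from 4271 to 4842 genes changed at least 2-fold, and a higher share of 50.2 to 52.8%, where the lowest was the fit without infarct zone replicate 1. All 9 ligands and both tested receptors of other kidney ligands were called under all 27 alternatives. The ligands had been picked by the study from these same hearts. The number of Sema3g receptors called ran from 3 to 5. That of fibrosis markers was 2 or 3, but no fibrosis marker lost its call where it was tested.

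With upper quartile scaling 57.6% of the calls were higher, the median of all genes having shifted by 0.11. Without a filter 7195 genes changed at least 2-fold and the higher share was 54.3%, and with a minimum mean of 50 counts 5239 genes were called and 2618 changed at least 2-fold, where 27668 and 6734 genes were tested. With total counts alone 7769 genes changed at least 2-fold, 85.8% of the calls were higher and 4 haemoglobin genes were called. This scaling leaves in place the difference in composition that TMM removes, and the shift of 1.08 it gave all genes accounts for the direction of what it reversed: glycolysis (0.67), endothelial (0.63) and Y chromosome (0.65) list medians, Cdkn1b (0.83), Plxna2 (0.17), Cenpa (0.76), Pecam1 (0.92), Myh11 (0.16), Uty (0.80) and Eif2s3y (0.37). In total count CPM the relation of the cardiomyocyte list with Postn turned to r -5.5e-04 and that of Postn with Spp1 to 0.180. Without the 2 farthest libraries the latter was 0.170, and 3 relations were no longer past the threshold, with r -0.295 for the cardiomyocyte list and Spp1, 0.867 for that list and oxidative phosphorylation and 0.456 for the macrophage list and Spp1, in fits with 7 libraries.

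The fall of Cdkn1b was not stable. It was no longer past the threshold with upper quartile scaling (-0.14), no filter (-0.19), a mean of at least 50 counts (-0.23), thinning (-0.22), removal of mitochondrially encoded genes and nuclear copies (-0.24) and the DESeq2 Wald test (-0.25). It ran from -0.31 to -0.19 across the 17 fits that each left out one library, and 5 of these were past the threshold. The cause was not tested. Without infarct zone replicate 9, which had the highest haemoglobin counts, the haemoglobin list median was -0.0960, with -0.00591 for Hba-a1, -0.0440 for Hba-a2, -0.148 for Hbb-bs and -0.168 for Hbb-bt. Across the fits that each left out one library, the highest values were 0.338 for the list, 0.489 for Hba-a1, 0.445 for Hba-a2, 0.228 for Hbb-bs and 0.232 for Hbb-bt, all without infarct zone replicate 2.

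The number of called lists was 1 with camera at an estimated correlation and 20 by exact permutation of list means, a test chosen after seeing the data. With the estimated correlation the oxidative phosphorylation (-2.53) and mitochondrially encoded (-3.04) lists were no longer past the threshold, with adjusted p values of 0.130 and 0.322 in camera. Over all 30 alternatives for the former the camera, fry and exact permutation adjusted p ran from 1.99e-61 to 0.130. Camera tests a list against the other genes, which fry and the permutation do not. For the single genes and lists other than Cdkn1b and the oxidative phosphorylation and mitochondrially encoded lists, 27 changes over all alternatives were to past the threshold and 19 to short of it, with the direction kept.

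Replicate numbers did not pair the samples, since the correlations between same-numbered samples ran from -0.216 to 0.128 and 1 of 8 was over 0.1. With the number as a replicate block over 8 pairs, 7883 genes were called. Cdkn1b (-0.27) was no longer past the threshold, and haemoglobin values turned negative, with -0.13 for the list, -0.00379 for Hba-a1, -0.0397 for Hba-a2, -0.23 for Hbb-bs and -0.24 for Hbb-bt. This fit also lacks infarct zone replicate 9.

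Depth limited the results for genes with few counts. Gpr37, Il1a and Xist gave no comparison, Plxna3 and Il6 were not tested, and for Cd300lf, Sprr2a3, Csf3r, Ccl4 and Tnnt3 the data set only a lower bound.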

Other observations

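Of the tests in this part, those on cardiomyocytes and scaling for oxidative phosphorylation and on the macrophage and myofibroblast lists were chosen before the data were examined, and those on the share of mitochondrially encoded transcripts, on fat, atrial and kidney tissue and on nuclear copies were chosen only after the result was seen.

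Oxidative phosphorylation genes were lower in the infarct zone. Scaling did not account for it, since the highest list median under the other scalings was -1.50. Mitochondrially encoded transcripts taking the counts would lower other genes where their share is larger, and their share was smaller in the infarct zone, with a difference of -20.6 percentage points (exact permutation p 8.23e-05), which argues against it. The test planned for this, removal of those features, moved the median of all genes by 0.00107 on the log2 scale and so decided nothing. A lower share of cardiomyocytes may account for the fall. Under that explanation the list should fall by no more than the cardiomyocyte list, and it fell less, with a difference of 1.18 on the log2 scale (exact permutation p 2.88e-04, adjusted over 8 contrasts 3.29e-04). Lower expression per surviving cardiomyocyte stays open, because bulk tissue does not separate it from fewer cells.

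Macrophage and myofibroblast lists were higher in the infarct zone. If fewer cardiomyocytes had raised every other cell type alike, the endothelial, smooth muscle and fibroblast lists would have risen as much. The smallest difference between either list and those 3 was 1.48 on the log2 scale (macrophage against smooth muscle, exact permutation p 1.23e-04, adjusted over 8 contrasts 1.65e-04), which argues against it. More of these cells, or higher expression in them, is consistent with the data, and the choice between these was not tested. Postn, in the myofibroblast list, was also picked by the study from these libraries.

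Adipocyte genes were uneven over the infarct zone libraries. Cfd reached 179 CPM in replicate 2, 58.6 in replicate 7 and 37.4 in replicate 3, and Adipoq 21.3, 6.51 and 2.47, where the other 6 libraries had at most 2.18 CPM of Cfd and none of Adipoq. In sham Cfd ran from 1.64 to 20.7 CPM, highest in replicate 5. Fat tissue in some samples is a candidate explanation. Another list of 8 fat genes did not follow the first over the 9 libraries (r -0.0999, exact permutation p 0.815, and rho -0.217, p 0.581). Acly, a member of that list, had 40.2 to 54.1 CPM in the 6 infarct zone libraries with little Cfd, a level that could hide a small share of fat. Dgat2 had 5.01 CPM in replicate 2, within its range of 1.45 to 10.5 CPM over replicates 2 to 9. Infarct zone replicate 1 had 56.2 CPM of Dgat2 and the sham libraries 167 to 308 CPM. Dgat2 showed no rise in replicate 2, although the spread over replicates 2 to 9 could hide a small one. A further list of 7 genes, whose values had been seen before it was written, did follow (r 0.898, exact permutation p 0.00316, adjusted over the 5 tissue relations 0.0158, and rho 0.767, p 0.0214, adjusted 0.0356), and without the 2 farthest libraries r was 0.767 (exact permutation p 0.0935). These attempts leave the question open, and fat tissue cannot be told apart here from a response of cells in the infarct zone.

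Atrial genes were uneven over the sham libraries, with Myl7 between 5.78 CPM in replicate 7 and 282 CPM in replicate 8. Its sham mean of 81.6 ± 96.5 CPM (SD, n = 8) became 53.1 ± 57.0 CPM without replicate 8 (SD, n = 7). Atrial tissue in some samples may be the reason. Another list of 8 atrial genes followed Myl7, Myl4 and Sln (r 0.814, exact permutation p 0.0149, adjusted over the 5 tissue relations 0.0372, and rho 0.833, p 0.0154, adjusted 0.0356), as did a further list of 7 genes seen beforehand (r 0.805, exact permutation p 0.0244, adjusted 0.0407, and rho 0.905, p 0.00456, adjusted 0.0228). Nppa did not (r 0.130, exact permutation p 0.793, and rho 0.214, p 0.619), although its level in ventricle would hide a small share. The relation of the list of 8 genes rested on its members with few counts. Over its members with enough counts to test, the mean log2 CPM did not follow Myl7. That mean was highest in replicate 3 (4.67, Myl7 11.9 CPM) and lowest in replicate 6 (4.13, Myl7 165 CPM), and 4.24 in replicate 8. Replicate 7 was low in both (4.18, Myl7 5.78 CPM). Without the 2 farthest libraries r was 0.611 and 0.631 for the lists (exact permutation p 0.210 and 0.176), positive but no longer past the threshold over the 6 libraries left. The explanation stays open.

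Aqp2, a kidney gene chosen after its values were seen, had 0 to 2 counts in sham and 8 to 24 counts in the infarct zone. Kidney tissue was argued against, because the other 7 kidney genes had at most 2 counts in any library. No biological explanation was tested for Aqp2.

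Nuclear copies of mitochondrial genes carried 15.8 ± 0.743% of the counts in sham (SD, n = 8) and 3.59 ± 2.21% in the infarct zone (SD, n = 9). Reads of mitochondrial transcripts placed on nuclear copies are a candidate source. The log2 ratio between a copy and the gene it matches varied over the libraries with a median SD of 0.0353 over 9 copies, against 0.259 between different mitochondrial genes, and 7 of the 9 followed their own match most closely. The share of mitochondrially encoded transcripts is therefore likely an underestimate in both groups.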
